A study of Drosophila melanogaster with 73 samples. Its data were reported in "Temperature-driven coordination of circadian transcriptional regulation" (2024).

How the data were processed

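Abdominal fat bodies of mated female flies of the isogenic Iso31 strain were profiled by bulk RNA-seq. Flies had been entrained at 25°C and were then either moved to 18°C or left at 25°C. Per the labels and the study's methods, the authors made non-stranded libraries from polyadenylated RNA with the NEBNext Ultra II kit and sequenced paired ends on a NovaSeq instrument. The authors trimmed reads with Atropos, aligned them with STAR and quantified them with RSEM against the Ensembl BDGP6.32 annotation. Their methods state that duplicate reads were removed for this experiment. The labels do not state whether the table holds that version.

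The values used here are transcript abundances relative to a fixed library total (TPM), which the authors deposited as a single table of 23932 genes and 73 libraries. Every column sums to the same total, so TPM keeps no sequencing depth, and no counting error or detection floor is given. The study states a nominal number of reads common to all libraries of this experiment, and the depth reached in each library is not given. The precision of each estimate rests on the number of libraries. Every column name matched the title of a single sample, and 0 columns were left unmapped. These properties bear on the measurements. A transcript that takes a larger share of a library lowers all others in it, and reads of overlapping genes on opposite strands cannot be told apart in non-stranded libraries.

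The labels give temperature, replicate number, day after the shift and zeitgeber time (ZT, hours after lights on). They define 4 groups: 25°C days 4-5 (26 libraries), 18°C days 4-5 (24 libraries), 18°C days 1-2 (18 libraries) and 25°C days 1-2 (5 libraries). On days 4-5, 24 pairs of libraries shared replicate number, day and ZT between temperatures, and 2 libraries at 25°C had no partner. Libraries with the same replicate number came from different animals, and the labels name no sequencing batch.

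TPM were transformed as log2(TPM + 1). Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of weakly expressed genes. Genes with a median TPM above 5 at either temperature on days 4-5 were tested, which left 7358 genes. Rhythms were tested by harmonic regression with a 24 h period, an F-test of the 2 harmonic terms and Benjamini-Hochberg adjustment, with an adjusted p-value threshold of 0.05. The study combined this experiment with another one at an unadjusted threshold, and the other experiment was not analysed here. Phase is the time of the fitted maximum in ZT, and amplitude is the distance from the fitted mean to that maximum in log2 units. Standard errors of phases came from the delta method. A phase shift is the phase at 25°C minus the phase at 18°C, so positive values are earlier at 18°C.

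Differential rhythmicity was tested with limma 3.58.1 in R 4.3.3 as a moderated F-test of the temperature by harmonic terms. Mean differences on days 4-5 were tested with limma with shared harmonic terms. Mean differences on days 1-2 were tested with limma within the 3 time points after the shift that were sampled at both temperatures. A temperature by period term was tested with limma on the 27 libraries at ZT00, ZT06 and ZT12, leaving out ZT00 of day 1. The libraries were paired by the labels alone. Medians over genes (phase shift, amplitude ratio, variance ratio) and the Watson-Wheeler statistic W were set against 100 random swaps of temperature within the 24 matched pairs, since genes are not independent replicates. The smallest p-value those swaps can give is 0.0099. Genes were called anew in each swap, so the genes behind W differed between swaps, and 93 of the 100 swaps gave a W. A swap without a W was counted as smaller than the real value. For the variance ratio each gene was centred at each temperature before the swaps. Phase shifts of the 7 clock genes were tested 2-sided with 100000 swaps and adjusted over the 7 genes. Phase distributions were summarised by a mixture of 2 von Mises components.

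The text names genes by a rule fixed before the data were examined: the 7 clock genes; the 5 other genes with the smallest harmonic regression p-value at each temperature; the 5 other genes with the smallest interaction p-value; and the 5 genes in each direction with the largest mean difference among those with an adjusted p-value under 0.05, a mean TPM of at least 5 and the same direction in all 24 pairs. Names outside this rule are marked as such. Gene positions come from the Ensembl BDGP6.54 annotation, a later annotation of the assembly that BDGP6.32 also describes. Of the tested genes, 7329 had an identifier in it.

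Each test was tried on simulated libraries with the means and residual spreads of the 7358 tested genes, 200 of them changed. The rhythm test recovered 78.5% of the changed genes with the sampling of 25°C days 4-5, 72.5% with that of 18°C days 4-5 and 30.5% with that of 18°C days 1-2. The tests recovered 43.5% of the genes for differential rhythmicity, 97.5% for the mean difference on days 4-5, 45.5% for the mean difference on days 1-2 and 81.5% for temperature by period. The share of false calls was between 2.48% and 9.90%, and the simulated effects were larger, relative to the residual spread, for the mean difference on days 1-2 and for temperature by period than for the other tests. The simulated errors were normal and independent between genes. Each gene had the same simulated spread at both temperatures, pooled from their residuals on days 4-5. The recovered shares therefore do not show any loss of power from a larger spread at 18°C.

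Alternatives were a pseudocount of 0.1, no filter, a median TPM above 20, TPM rescaled by median ratios, untransformed TPM, a linear trend, a moderated F-test, added 12 h harmonics, other thresholds, replicate or pair blocks, matched libraries alone, library weights and each replicate number left out. After the data had been examined, marker scores of ovary and gut transcripts as covariates and a removal of each temperature's level before the swaps were added. The test of temperature by period without each of its 3 libraries at 25°C on days 1-2 was added last, after all other results had been seen. The scores are the means of log2(TPM + 1) over lists of germline, eggshell and digestive protease genes. Network and pathway analyses of the study were not analysed here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.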

Results

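Transcript levels were measured in abdominal fat bodies, the fly's main tissue of metabolic storage, in 73 libraries. The series was designed to follow the circadian transcriptome after a drop in temperature from 25°C to 18°C and after it had settled. The settled state was sampled on days 4-5 with 26 libraries at 25°C (19 of replicate 1, 7 of replicate 2) and 24 at 18°C (19 of replicate 1, 5 of replicate 2). Replicate 1 was sampled every 2 h and replicate 2 every 6 h, except that replicate 2 at 18°C had no library at ZT00 or ZT18 of day 5. The hours after the shift were sampled on days 1-2 with 18 libraries at 18°C, without replicates at any time point, and with 5 libraries at 25°C every 6 h. Between 11465 and 12810 genes had a TPM above 0 in each library, and the highest single-gene value per library lay between 11745 and 19560 TPM. The 20 most abundant genes held a median of 13.6% of the TPM at 25°C and 13.2% at 18°C on days 4-5. No pair of libraries was a duplicate, with a highest correlation of 0.981 across tested genes.

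The clock genes were examined first, since they carry the oscillator whose timing the shift to 18°C was meant to probe. The gene tim (timeless, FBgn0014396, chromosome 2L, 3493986 to 3508119) averaged 96.6 ± 52.7 TPM at 25°C (SD, n = 26) and 84.4 ± 29.01 TPM at 18°C (SD, n = 24), where the SD includes the change over the day. Its fitted phase was ZT 16.8 (SE 0.304 h) at 25°C and ZT 12.4 (SE 0.295 h) at 18°C, which gave a shift of 4.43 h (SE 0.424 h, permutation p = 2e-05, adjusted p = 7e-05). The gene vri (vrille, FBgn0016076, chromosome 2L, 5288944 to 5311223) was shifted by 4.02 h (SE 0.346 h), from ZT 14.8 to ZT 10.8, with a permutation p of 1e-05, the smallest that 100000 swaps can give. Pdp1 (FBgn0016694, chromosome 3L, 7811458 to 7867369) was shifted by 4.25 h (SE 0.798 h, adjusted p = 0.000467). Clk (Clock, FBgn0023076, chromosome 3L, 7763233 to 7775603) was shifted by 3.96 h (SE 0.631 h, adjusted p = 0.00315), from ZT 4.31 to ZT 0.352.

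The remaining clock genes were also earlier at 18°C, but not past the threshold in these swaps, which lose power where the mean level differs between temperatures. The gene per (period, FBgn0003068, chromosome X, 2685580 to 2692780) was shifted by 3.58 h (SE 0.799 h, adjusted p = 0.0847), and it passed the limma interaction test of temperature and the harmonic terms (adjusted p = 0.0341). The gene cry (cryptochrome, FBgn0025680, chromosome 3R, 19212154 to 19215442) was shifted by 1.45 h (SE 0.563 h, adjusted p = 0.0723), and cwo (clockwork orange, FBgn0259938, chromosome 3R, 10388258 to 10400752) by 4.13 h (SE 1.77 h, adjusted p = 0.203). Neither cry nor cwo passed the limma interaction test (adjusted p = 0.352 and 0.336). The rhythm of cwo passed the threshold at 25°C (adjusted p = 0.0219) and not at 18°C (adjusted p = 0.275). Among alternatives that kept replicate 1, the one that moved the swap result most removed each temperature's level before the swaps. All 7 clock genes then passed the swap test, against 4 without it. That alternative was chosen after the data had been examined, and it leaves the phases themselves unchanged. Exons of tim, per and cry share bases with a gene on the opposite strand, so part of their reads is uncertain.

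**Figure D1:**
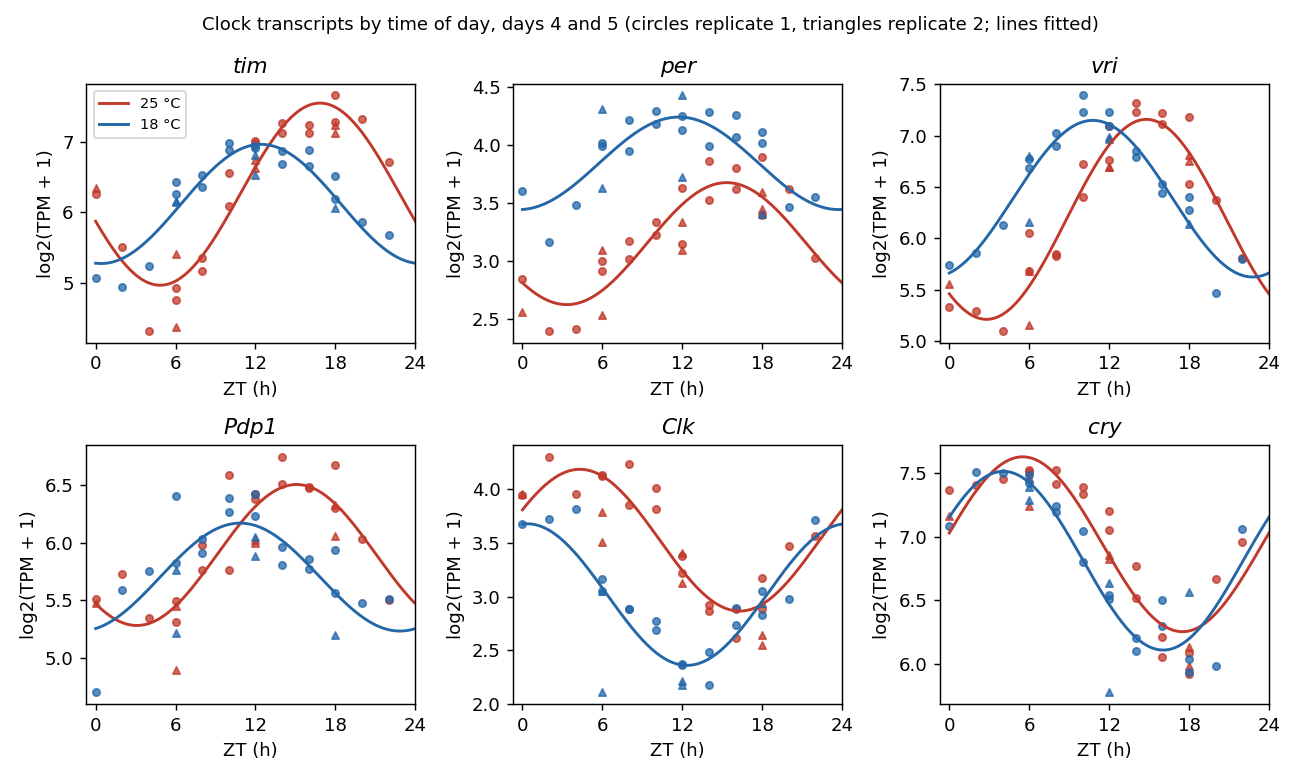
Expression of 6 clock genes, as log2(TPM + 1), against zeitgeber time (ZT, hours after lights on) on days 4-5 at 25°C (red) and 18°C (blue), with each library as a point (circles replicate 1, triangles replicate 2) and the fitted 24 h curve as a line. The 18°C curve of tim peaks at ZT 12.4 and that of 25°C at ZT 16.8, while the curves of cry lie 1.45 h apart.

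Mean levels of the clock genes also differed between temperatures. On the log2(TPM + 1) scale, per was higher at 18°C by 0.71 (SE 0.079, limma adjusted p = 2.31e-10) and cwo by 0.44 (SE 0.068, limma adjusted p = 4.47e-07), whereas Clk fell by 0.60 (SE 0.099, limma adjusted p = 2.04e-06). The level of cry fell by 0.18 (SE 0.069, limma adjusted p = 0.0236). Levels of tim, vri and Pdp1 did not differ past the threshold, with limma adjusted p-values of 0.937, 0.0860 and 0.129. That model shares its harmonic terms between temperatures, so the phase shifts of these genes add to its error and can lower its power. Levels fitted separately at 25°C and 18°C were 6.26 and 6.12 for tim, 6.18 and 6.39 for vri, and 5.89 and 5.70 for Pdp1. Differences between these separate levels were not tested.

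To identify rhythmic transcripts in the settled state, harmonic regression was run at each temperature. At an adjusted p-value under 0.05, 371 of 7358 genes (5.04%) were rhythmic at 25°C and 131 (1.78%) at 18°C. Among alternatives that kept replicate 1, the one that moved these counts most took unadjusted p-values under 0.1, with 2352 genes at 25°C and 2869 at 18°C, where 735.8 are given by chance. The order of the temperatures was then the opposite, as it was without replicate 2, with 213 genes at 25°C and 1105 at 18°C. The genes with the smallest p-values at 25°C outside the clock were CG17562 (FBgn0038449, chromosome 3R, 16615309 to 16617154, adjusted p = 1.48e-07), its neighbour CG17560 (FBgn0038450, adjusted p = 2.10e-07), CG2277 (FBgn0035204), Zw (FBgn0004057) and CG11409 (FBgn0024366). Those at 18°C were Zw (chromosome X, 19667252 to 19672353, adjusted p = 0.00101), CG33199 (FBgn0053199), CG17562, CG6126 (FBgn0038407) and Ugt36D1 (FBgn0032713). Zw peaked at ZT 7.98 (SE 0.429 h) at 25°C and ZT 8.23 (SE 0.510 h) at 18°C. Exons of Zw, CG2277, CG17560 and CG33199 overlap other annotated genes.

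The calls at the 2 temperatures overlapped in 42 genes, where 6.61 are given by independent calls (odds ratio 9.89, Fisher's exact test p = 2.14e-23). Of the rest, 329 genes were called at 25°C alone and 89 at 18°C alone. A call at one temperature alone does not show a difference between temperatures, and 145 of the 329 genes had an unadjusted p-value under 0.05 at 18°C. The difference itself was tested by the interaction of temperature and the harmonic terms. It passed the threshold for 32 genes with limma, 11 of them rhythmic at both temperatures and 19 of them among the 418 genes called at a single temperature. Among alternatives that kept replicate 1, the one that moved this count most gave each library its own weight and called 139 genes. Outside the clock the smallest interaction p-values belonged to lncRNA:CR44298 (FBgn0265344, chromosome 2R, 10053095 to 10053393, limma adjusted p = 0.000521), CG4752 (FBgn0034733, limma adjusted p = 0.000995), CG17560, CG11409 and CG10097 (FBgn0038033). The amplitude of CG17560 was 0.97 at 25°C and 0.47 at 18°C on the log2 scale. CG4752 peaked at ZT 21.1 at 25°C and at ZT 10.55 at 18°C. The exons of CG10097 overlap those of a neighbouring gene.

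Phases of the 42 genes rhythmic at both temperatures were compared gene by gene. Of these genes, 30 were earlier at 18°C and 12 later, with a median shift of 1.47 h (quartiles -0.149 h and 3.13 h). None of the 100 swaps of temperature within matched pairs gave a median as large (p = 0.0099), and the largest in size was 1.27 h. Without clock genes the median over the remaining 36 genes was 1.07 h. In rescaled TPM the median over the genes called there was 0.757 h and did not pass the threshold.

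**Figure D2:**
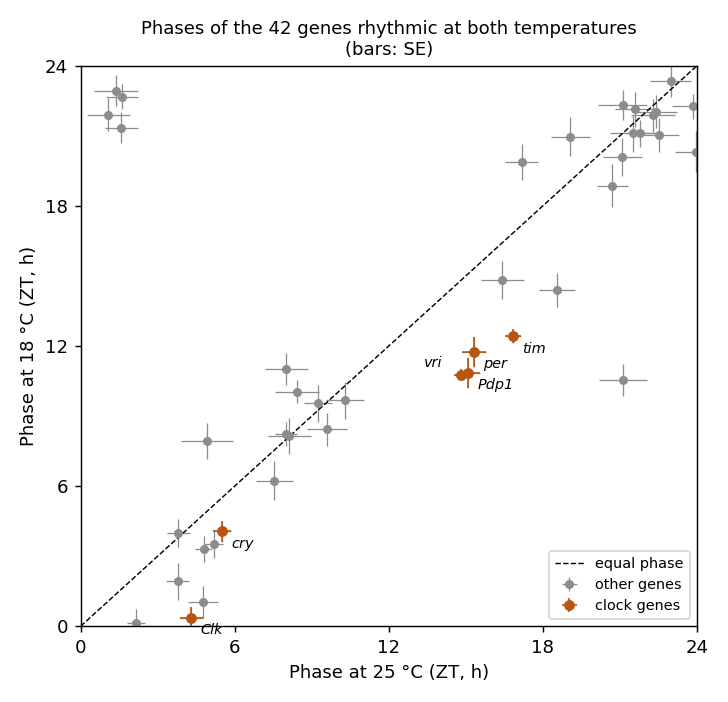
Phase at 18°C against phase at 25°C, both in ZT hours, for the 42 genes rhythmic at both temperatures on days 4-5, with SE bars, clock genes in orange and the line of equal phase dashed. Points below the line are earlier at 18°C, and points in the upper left corner are also earlier because the axis wraps at 24 h; 30 of the 42 genes are earlier at 18°C.

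The distribution of phases over all rhythmic genes was then compared between temperatures. At 25°C, 45.8% of the 371 genes peaked between ZT 18 and ZT 24, and at 18°C 62.6% of the 131 genes did. The mixture fit placed peaks at ZT 21.5 and ZT 5.17 at 25°C and at ZT 21.9 and ZT 8.88 at 18°C. The component near ZT 5.17 was broad, with a concentration of 0.317. The Watson-Wheeler W was 10.3, with p = 0.00547 when labels were permuted over genes. When libraries were swapped in place of genes and genes were called anew in each swap, p was 0.495, and 93 of the 100 swaps gave a W. The distributions did not differ by more than these swaps of libraries gave. The W was 72.3 (p = 0.0099) in rescaled TPM and 146.3 (p = 0.0198) without replicate 2.

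Amplitude and variance were compared as measures of rhythm strength and noise. Over the 42 genes the median log2 ratio of amplitudes, 18°C to 25°C, was 0.29, with 26 genes larger at 18°C, and did not pass the threshold (p = 0.0891). The ratio passed among genes with a median TPM above 20 (0.33, p = 0.0495) and with the replicate block (0.34, p = 0.0396, 77 genes). It was near 0 without a filter, and changed sign without replicate 2 and with marker scores of ovary and gut transcripts as covariates. Over all tested genes the median log2 ratio of variances was 0.81 (p = 0.0099), with a larger variance at 18°C for 79.1% of genes. The largest median in size among the swaps was 0.69.

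Mean expression was compared between temperatures on days 4-5. With limma, 3734 genes (50.7% of those tested) differed, 2597 of them higher at 18°C and 1137 lower. Differences of at least 1 on the log2 scale were found for 92 genes higher at 18°C and 36 lower. In rescaled TPM 3771 genes differed and 53.8% of them were higher, against 69.6% as deposited. The median log2 difference over all tested genes was 0.09 as deposited and 0.02 after rescaling. Among genes with the same direction in all 24 pairs, the largest increases were FBti0019165 (a transposable element, chromosome 2L, 13242015 to 13244341) by 1.96 (SE 0.146), CG40485 (FBgn0069973) by 1.94 (SE 0.139), asRNA:CR46479 (FBgn0287610) by 1.72 (SE 0.139), RnrL (FBgn0011703) by 1.299 (SE 0.185) and tea (FBgn0285892) by 1.27 (SE 0.0999). RnrL varied widely at 18°C (17.7 ± 13.9 TPM, SD, n = 24), and its difference on days 1-2 was -0.91 (SE 0.773). The other increases listed were also positive on days 1-2. Exons of asRNA:CR46479 share bases with 3 genes on the opposite strand, so part of its reads is uncertain, and with FBti0019165 the shared bases are a few at the ends of both. The level of CG14022 (FBgn0031700) fell by 1.64 (SE 0.131) and that of Act79B (FBgn0000045) fell by 1.55 (SE 0.183). The level of Non1 (FBgn0028473) fell by 1.25 (SE 0.0927), that of CG8654 (FBgn0034479) fell by 1.25 (SE 0.145) and that of lncRNA:CR44417 (FBgn0265590) fell by 1.17 (SE 0.0947). Mean levels of Non1 were 429 TPM at 18°C and 987 TPM at 25°C.

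The transient response was examined on days 1-2. In the 18 libraries at 18°C, 1 gene was rhythmic at an adjusted p-value under 0.05, and this gene was Clk (adjusted p = 0.00677). At an unadjusted p-value under 0.05 there were 520 genes. Clk was thereby the only gene rhythmic at 18°C in both periods, and its phase on days 1-2 minus that on days 4-5 was -0.389 h (100 permutations of the period label, p = 0.525). Over the 7 clock genes, chosen for this comparison after the calls were seen, phases on days 1-2 differed from the settled phases at 18°C by less than their errors, with a permutation p adjusted over the genes of at least 0.836. The phase of tim was ZT 12.7 (SE 1.25 h) on days 1-2 and ZT 12.4 on days 4-5. The phase of Pdp1 on days 1-2 was ZT 10.47 (SE 0.842 h), 4.62 h (SE 0.956 h) earlier than at 25°C on days 4-5. The amplitude on days 1-2 divided by that on days 4-5 at 18°C ranged from 0.388 for cry to 1.95 for cwo over the 7 clock genes, and these ratios were not tested.

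Mean differences between temperatures on days 1-2 were tested within 3 matched time points. No gene passed the threshold with limma (smallest adjusted p = 0.324), while 886 genes had an unadjusted p-value under 0.05, where 367.9 are given by chance if genes are independent. Other splits of the same time points gave 63, 165 and 770 genes. When all 18°C libraries of days 1-2 after the shift were set against the 25°C libraries of days 4-5, 3080 genes passed, and temperature and period cannot be told apart in that comparison. Of the 128 genes with a settled difference of at least 1 on the log2 scale, 86 (67.2%) had the same sign on days 1-2. The median difference of the higher genes was 0.32 on days 1-2 and 1.23 on days 4-5, and that of the lower genes was -0.20 and -1.16. A direct test of temperature by period with limma called 119 genes, 90 with a more positive effect of 18°C on days 1-2 and 29 with a more negative effect. The alternative that moved this count most, as a ratio, left out the 25°C library of day 1 at ZT12 and called 17 genes. Without the 25°C library of day 1 at ZT06 the test called 28 genes, and without that of day 2 at ZT00 it called 38. These 3 alternatives were chosen after the data had been examined, and 2 libraries at 25°C on days 1-2 remained in each.

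**Figure D3:**
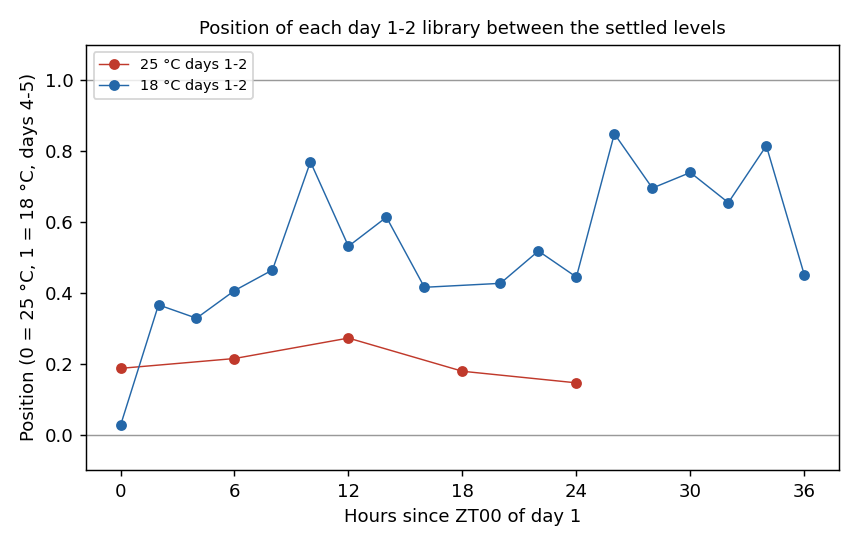
Position of each library of days 1-2 between the settled levels (0 for 25°C and 1 for 18°C on days 4-5, over the 128 genes with a settled difference of at least 1 on the log2 scale) against hours since ZT00 of day 1, with each library as a point. The 17 libraries at 18°C after the shift sit between 0.329 and 0.849, and the 5 libraries kept at 25°C between 0.146 and 0.273.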

Values the study reported

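The study combined this experiment with another and reported 364 cycling genes at 25°C and 242 at 18°C. Of these, 79 cycled at both temperatures, and 6774 genes had passed its expression filter. For the experiment examined here it gave a median phase change of +1.76 hours at 18°C among the shared cycling genes. For core clock genes in general, without naming an experiment, it reported an advance of 2 to 4 hours at 18°C. Its fitted phase distribution had maxima at ZT 2.01 and 20.34 for the warmer condition, and at ZT 8.56 and 21.95 for the colder one. In this experiment the study reported a larger amplitude at 25°C than at 18°C (p = 0.017). Its other experiment gave the opposite direction, and the study found no consistent link of amplitude to temperature.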

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

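The tests of other splits of the libraries and of random time orders were fixed before their results were seen, whereas the marker and scaling tests of the period difference were chosen after its count had been seen, as was leaving out single libraries.

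The effect of temperature differed between days 1-2 and days 4-5 for 119 genes, by a direct test of temperature by period with limma. When the period label was permuted within temperature and ZT, 1 of 100 splits, the real one, gave as many genes, and the largest count in any other was 1. Transcripts carried over from ovary and gut may add to such a difference, since the flies were dissected by hand. Mean germline and eggshell scores were highest at 25°C on days 1-2, at 3.60 and 4.63. They were 2.63 and 2.34 at 18°C on days 1-2. On days 4-5 they were 1.91 and 1.64 at 25°C, and 2.81 and 2.84 at 18°C. The mean gut score was 1.84 at 25°C on days 1-2 and highest at 25°C on days 4-5, at 2.36. With the marker scores as covariates 84.03% of the 119 genes were still called, and in rescaled TPM 73.9% were still called. Neither the carry-over that the scores capture nor this scaling therefore accounts for most of the list. The count itself moved to 468 with the scores and to 214 in rescaled TPM. The scores capture carry-over only in part, so carry-over that they miss is not excluded. The list depends on each of the 3 libraries at 25°C on days 1-2: without that of day 1 at ZT12 the test called 17 genes, without that of day 1 at ZT06 28 and without that of day 2 at ZT00 38. Fewer libraries also lower the power of the test, and these values do not separate that loss from an unusual library. A difference between library batches was not testable, because the labels name none. A shift common to both temperatures within a period cancels in this test, but the pattern cannot be told apart from a difference particular to 1 temperature within 1 period.

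The library at 25°C on day 1 at ZT12 had a highest single-gene value of 17951 TPM, farther from the other 4 libraries of its group than such a group usually gives (gap of 0.739 of the range). This was 1 flag among 15 measures checked in that group. The library also had the group's highest share of TPM in the 20 most abundant genes (14.99%), its highest germline (5.12), eggshell (7.36) and gut (4.19) scores and its lowest median correlation with other libraries (0.932), though these measures are not independent of each other. It is 1 of the 3 libraries at 25°C on days 1-2 in the test of temperature by period. Its cause was not tested, and no biological explanation was tested.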

How the results depend on the processing

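The alternatives were fixed before the data were examined, except the marker scores, the removal of each temperature's level and the leaving out of single libraries, which were chosen after seeing the data. Of 143 values of the comparisons under an alternative, 90 kept their direction and side of the threshold, 43 counts moved by over 1.5 times, 4 became weaker, 4 stronger and 2 reversed. The cause was not tested unless a value is given for it.

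Rhythmic genes at 25°C, 371 by the fixed design, numbered 183 with 12 h harmonics, 1.1e+02 (rounded) at an adjusted threshold of 0.01, 219 with marker scores, 590 with the replicate block and 2352 at an unadjusted p under 0.1. Those at 18°C, 131 by the fixed design, numbered 30, 19, 39, 268 and 2869 in that order, and 72 without a filter. Genes rhythmic at both numbered 9 with 12 h harmonics, 9 at 0.01, 25 without a filter, 16 with marker scores and 77 with the replicate block. Leaving out a replicate number gave from 0 to 213 genes at 25°C, from 0 to 1105 at 18°C and from 0 to 77 at both. Replicate 2 alone, 5 libraries at 18°C and 7 at 25°C, gave the counts of 0, with 170 and 351 genes at an unadjusted p under 0.05. Rhythmic genes at 18°C on days 1-2 numbered 0 with 12 h harmonics, with a median TPM above 20, in rescaled TPM and with marker scores (319, 368, 652 and 448 at an unadjusted p under 0.05), and 2 with the moderated F-test and in untransformed TPM.

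Genes with differential rhythmicity, 32 by the fixed design, numbered 118 when adjusted over the 460 genes rhythmic at either temperature, 139 with library weights, 20 in matched libraries alone and 14 without a filter. Without a replicate number they ranged from 0 (268 at an unadjusted p under 0.05) to 30. Mean differences on days 4-5 ranged from 330 to 3765 without a replicate number, and were within 1.5 times of 3734 in the other alternatives. With the matched pair as block 3523 genes differed, and with the replicate block 3813. The share of higher calls was 69.6% as deposited and 53.8% in rescaled TPM.

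Libraries with the same replicate number, day and ZT did not deviate together. Residuals of matched pairs correlated at a mean of -0.003, against 0.000641 for unmatched pairs. Apart from the amplitude ratio, the block results are given here alone. This check compares libraries between temperatures and does not address an offset between replicate numbers within a temperature. All 371 and 131 genes were still called with the block. Same-numbered libraries of replicate 2 correlated at a mean of 0.0720 across temperatures, and those of replicate 1 at 0.0103.

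The median phase shift of 1.47 h stayed positive, at 0.757 h in rescaled TPM (p = 0.198) and 0.962 h without replicate 2 (p = 0.0891), where it no longer passed. The median amplitude ratio passed with a median TPM above 20 (0.33) and with the replicate block (0.34), and reversed with marker scores (-0.21) and without replicate 2 (-0.0041). The W passed in rescaled TPM (72.3) and without replicate 2 (146.3). The variance ratio no longer passed with marker scores (0.43, p = 0.109), and ranged from 0.66 to 1.40 without a replicate number, where the 5 pairs of replicate 2 are too few to pass. Clock genes past the threshold numbered 7 with levels removed and from 0 to 4 without a replicate number, where no adjusted p from replicate 2 alone was under 0.220.

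The test of temperature by period, 119 genes by the fixed design, called 328 genes with ZT00 of day 1 included, 214 in rescaled TPM, 468 with marker scores, and 17, 28 and 38 without the 25°C library of day 1 at ZT12, of day 1 at ZT06 and of day 2 at ZT00. Of these 17, 28 and 38 genes, 17, 27 and 30 were among the 119. Mean differences on days 1-2 numbered 3080 against the settled 25°C libraries.

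Of 762 values of single genes, 689 kept their side, 55 became weaker, 12 stronger and 6 reversed. The mean difference of tim, near 0 as deposited, was 0.16 with library weights, 0.027 in matched libraries, 0.027 with the matched pair as block, 0.035 with marker scores, and from -0.0416 to 0.138 without a replicate number. The difference in phase of Pdp1 between periods was 0.571 h in rescaled TPM, against -0.374 h. No value could be given for the phase shift between periods where no gene was rhythmic in both, nor for shifts, amplitude ratios and W from replicate 2 alone.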

Other observations

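The tests of proteasome transcripts, of the position of libraries and of permuted marker scores were written down before their own results were seen, but other results had prompted them, and the marker lists were written after the data had been examined. The test of the share of higher calls was chosen after that share had been seen.

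Other splits of the libraries were compared with the real one. For differential rhythmicity, 4 of 100 splits that swapped temperature within matched pairs gave as many genes, the real one included, and a swap gave as many as 368. For the mean difference on days 4-5, 1 of 100 splits, the real one, gave as many genes, and the largest other count was 1190. On days 1-2, 1 of 4 splits of the matched time points gave as many genes at an unadjusted p under 0.05, the real one with 886, and another gave 770. A design of 4 splits cannot reach a share under 0.05.

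Random orders of the sampling times gave fewer rhythmic genes than the real order on days 4-5 but not always on days 1-2. At 25°C and at 18°C on days 4-5, 1 of 100 orders, the real one, gave as many genes, with at most 5 and 7 genes in the others. For 18°C on days 1-2, 4 of 100 orders gave at least 1 gene, and an order gave as many as 1736. The count of 2869 genes at an unadjusted p under 0.1 at 18°C was reached in 2 of 100 orders, where the median of the other orders was 587.

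Transcripts of other abdominal tissues were present in some libraries. The germline score, from osk, bcd, nos, vas and gnu, lay between 0.0195 and 6.04 among 18°C libraries of days 4-5 and between 0.0275 and 4.30 at 25°C. These genes were chosen from their place among known germline transcripts after the data had been examined. The germline score correlated with principal component 1, which held 17.5% of the variance over 73 libraries (Pearson r = -0.705, Spearman rho = -0.579, permutation p = 1e-05 for each, the smallest that the permutations can give, adjusted p = 3e-05 over 3 scores). Without the 2 libraries farthest from the median score r was -0.656. Within groups r was -0.331 at 25°C and -0.856 at 18°C on days 4-5, and -0.804 at 18°C on days 1-2, while the 5 libraries of 25°C days 1-2 are too few. The eggshell score correlated at r = -0.403 and the gut score at r = -0.0443 (permutation p = 0.710). The germline score was higher at 18°C in 15 of 24 matched pairs, by a mean of 0.92 (permutation p = 0.0463, adjusted p = 0.0694), and its variance was larger at 18°C by 1.36 on the log2 scale. The eggshell score was higher at 18°C in 16 of 24 pairs, by a mean of 1.23 (permutation p = 0.0299, adjusted p = 0.0694), and its variance was larger by 1.11 on that scale. The gut score was higher at 18°C in 9 of 24 pairs, with a mean difference of -0.73 (permutation p = 0.222), and its variance was smaller at 18°C, at -1.07.

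A candidate explanation of the larger variance at 18°C is such carry-over from the ovary, while the gut score varied less at 18°C. With the marker scores regressed out the median log2 variance ratio was 0.43, 53.0% of its size, so it kept more than the 50% named before the test, and it no longer passed the threshold. When the scores were permuted over the libraries of each temperature, a control added after the other results had been seen, the median ratio was 0.73, and 0 of 100 permutations gave a ratio as low as the real scores. The scores capture carry-over only in part, so the rest of the ratio cannot be told apart from carry-over they miss or from other differences between libraries. Among genes with a mean difference on days 4-5, 82.2% were still called with the scores as covariates. The correlation across genes of the mean difference with exon length was 0.0561 (Spearman), so gene length does not account for the list. The share of higher calls was 53.8% in rescaled TPM against 69.6% as deposited, and this excess of higher calls may reflect the scaling of each library.

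Carry-over might also affect rhythms. A share under 50% had been named before the test as the mark of carry-over, and that reading was withdrawn after permuted scores gave similar losses. Of the genes rhythmic at 25°C 54.4% were still called with the marker scores as covariates, and at 18°C 25.2% were. When the scores were permuted over the libraries, which leaves only the loss of degrees of freedom, a median of 27.1% of the 18°C genes were still called, and 46 of 100 permutations gave a share as low as the real scores. In replicate 1 alone, where 1105 genes were called at 18°C, 7.60% were still called with the real scores and a median of 12.2% with permuted scores. The number of rhythmic genes at 18°C thus moved as much with unrelated covariates as with the marker scores. The germline score itself had no rhythm past the threshold at 18°C (permutation p = 0.228, adjusted p = 0.824 over 15 tests). Its fitted peak there was ZT 19.6, with an amplitude of 0.96. In replicate 1 alone at 18°C the peak was ZT 20.3, with an amplitude of 1.35 (permutation p = 0.131, adjusted p = 0.654). Both peaks lie near the main peak of rhythmic genes at 18°C, ZT 21.9. A part of the 18°C calls may therefore come from carry-over, and these tests do not exclude it.

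Transcripts of proteasome subunits, noticed because 4 of 32 (Rpt5, Rpn5, Rpn12 and Prosalpha6, named after their values were seen) were among the 32 genes with differential rhythmicity, were examined as a set. The mean profile of the other 28 subunits peaked at ZT 12.5 (SE 0.882 h) at 25°C and ZT 21.7 (SE 2.04 h) at 18°C, a shift of -9.18 h (permutation p = 0.0432) that changed sign to 2.64 h in rescaled TPM. As deposited, all 28 peaked between ZT 6 and ZT 18 at 25°C, and 27 peaked between ZT 18 and ZT 6 at 18°C, though 11 were rhythmic past the threshold at 25°C and 0 at 18°C, where 5 had an unadjusted p-value under 0.05. With marker scores regressed out p was 0.0466. In rescaled TPM the profile peaked at ZT 12.5 at 25°C and ZT 9.87 (SE 4.43 h) at 18°C, and p was 0.172. The peak at 25°C held under both scalings, whereas the phase at 18°C may rest on the scaling of each library, and the shift cannot be told apart from it.

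Each library of days 1-2 was placed between the settled levels, with 0 for 25°C and 1 for 18°C on days 4-5, over the 128 genes with settled differences of at least 1. The 17 libraries at 18°C after the shift lay at 0.558 ± 0.167 (SD), the library at the time of the shift at 0.0263, and the 5 libraries kept at 25°C at 0.200 ± 0.0474 (SD). The difference of 0.358 between 18°C and 25°C had a permutation p of 0.00017. At 2 h after the shift the position was 0.366. A gradual approach was tested by the correlation of position with hours, with r = 0.541 (permutation p = 0.0270, adjusted p = 0.0388 over 2 versions) and Spearman rho = 0.581 (permutation p = 0.0162). Without 2 of the libraries farthest from the median hour, those at 2 h and 4 h, r was 0.382 (permutation p = 0.158). The relation was thus weaker without the earliest libraries, and leaving them out also shortens the range of hours. The library at 36 h, at position 0.451, is as far from the median hour as that at 4 h and was kept. The result therefore depends on how this tie was broken, and it cannot decide whether the relation rests on the ends of the time axis. The mean position was 0.478 over the first 12 h and 0.664 from 24 h on. With marker scores regressed out r was 0.508. All libraries of this relation are of replicate 1, and the libraries at 25°C lay above 0, so a difference between periods cannot be excluded. Position is a mean over genes that differed among themselves, since 86 of the 128 had the same sign on days 1-2, and Act79B was -1.55 on days 4-5 and 0.73 on days 1-2 (limma adjusted p = 0.0443 for the difference between periods).

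The number of genes rhythmic at 18°C here was 131. That is lower than the value quoted from the study above. The number rhythmic at both temperatures was 42. That is lower than the value quoted from the study above. The earlier peak of the phase distribution at 25°C was ZT 5.17. That is higher than the value quoted from the study above. This component was broad, with a concentration of 0.317, and no error was computed for its centre. The study's phases were averaged over both its experiments, so the values are not like for like. The p-value of the amplitude comparison here was 0.0891, with the larger amplitudes at 18°C. That is higher than the value quoted from the study above. The direction here is the opposite of the one the study gave for this experiment. However, the ratio did not pass the threshold and its sign changed between alternatives. The median log2 ratio was -0.21 with marker scores and -0.0041 without replicate 2. It passed, with the larger amplitudes at 18°C, at a median TPM above 20 (0.33) and with the replicate block (0.34). The calls here rest on a single experiment and an adjusted threshold. The amplitudes rest on the 42 genes called here, and their overlap with the genes the study used was not examined.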
